A study of Homo sapiens with 12 samples. Its data were reported in "Acute Hypersensitivity of Pluripotent Testicular Cancer-Derived Embryonal Carcinoma to Low-Dose 5-Aza Deoxycytidine Is Associated with Global DNA Damage-Associated p53 Activation, Anti-Pluripotency and DNA Demethylation" (2012).

How the data were processed

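Gene expression was measured in NT2/D1, a human embryonal carcinoma line, on 12 Illumina HumanHT-12 v4 arrays, all on 1 BeadChip. The sample labels give 4 groups of 3: control, 10 nM 5-aza deoxycytidine (5-aza) for 1 day, the same dose for 3 days, and a 6 hour exposure to 0.5 µM cisplatin with recovery over 24 hours before harvest. The arrays lie on the chip in the order of the groups, so position and group are confounded. Controls are called untreated in the sample labels and vehicle treated in the series description. The series calls its groups biological triplicates, and the labels do not say whether replicates were separate cultures. If they were not, the p-values measure only the spread between these samples.

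The authors extracted RNA with Trizol, made biotinylated cRNA with the Ambion MessageAmp kit, scanned the arrays on a BeadArray Reader and summarised the beads in GenomeStudio, whose version is not stated. The deposited non-normalized table holds the mean bead intensity of 47231 probes on a linear scale, with no background subtracted (lowest intensity 41.6). Beside each intensity the authors deposited a detection p-value, which compares the probe with negative control beads on the same array. The deposited normalized table holds the intensity of 47226 probes after the authors' quantile normalization between arrays, linear and not background-subtracted. Its columns were checked against the non-normalized table: each had a Spearman correlation of 1 with its own array and at most 0.954 with any other, and the sorted values differed by at most 0.846 units between arrays.

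The main tests started from the non-normalized table. Background was corrected by the normal-exponential model with negative controls inferred from the detection p-values (offset 16), followed by quantile normalization and log2, in limma 3.58.1 under R 4.3.3. Probes detected at a p under 0.05 on at least 3 of the 12 arrays were kept, which left 19293. Of the 47231 probes 30112 could be matched to a single gene symbol, 8 matched several and 17111 were unnamed. Of the kept probes 14295 had a symbol and 4998 did not. The unnamed probes were tested apart. Each gene was represented by its brightest kept probe, which gave 11139 genes, 2602 of them with more than 1 kept probe. BTG2 was not analysed here, and a further gene is not reported here. PLK2, DPPA2 and TLR4 were not above background on 3 arrays and were left out of the tests.

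Median intensity per array was 154.3 to 188.4 units before normalization, and 15435 to 19824 probes per array were detected. The number of arrays, 3 per group, limits the precision. Where a gene was undetected on every array of a group, its value on each of those arrays was raised to the floor of the array, the lowest normalized signal of any probe detected on it. The fold was computed against the mean of these values and is given as "at least". The fitted log2 value of such a gene depends on the offset.

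A linear model with a mean for each of the 4 groups was fitted to all 12 arrays with lmFit and eBayes (8 residual and 5.64 prior degrees of freedom). The contrasts were each treatment against control, 3 days against 1 day of 5-aza, and 3 days of 5-aza against cisplatin, with a moderated F test over the 3 contrasts against control. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called changed at an adjusted p under 0.05. Every test is two-sided unless stated. Errors beside log2 differences are standard errors of the model.

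There were 21 gene lists: genes induced by DNA damage, pluripotency, MYC targets and ribosome biogenesis, interferon response, integrated stress and unfolded protein response, cholesterol biosynthesis, metallothioneins and oxidative stress, histones, matrix and cytoskeleton genes of fibroblast type, immediate early and AP-1, BCL2 family and caspases, DNA methylation machinery, DNA repair, replication at G1/S, mitosis at G2/M, germline and cancer-testis, mesendoderm, neural ectoderm, retinoid and HOX, trophoblast and epithelial, and promoters that the study named as demethylated. They were tested with camera (preset correlation 0.01) and adjusted over 105 tests, 21 lists in 5 contrasts. Camera with an estimated correlation and fry were run beside it. The PValue of fry tests whether the genes of a list move on balance in a single direction and its Mixed value whether they change in either direction, and neither compares the list with other genes. DNMT3B belongs to the pluripotency and the DNA methylation machinery list.

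Designs, lists, the alternatives and the rule for named genes were fixed before the data were examined. For each comparison against control the rule names the 6 largest rises and 6 largest falls among called genes that were detected on all 3 arrays of the brighter group and lay on 1 side of all controls. It adds up to 4 called members of each list, those with the largest change, and every gene that the study named, with DNMT1, DNMT3A, DNMT3B and POU5F1. For contrasts between treatments it names the 4 largest differences in each direction. VLDLR, PDIA4, CCN2, THY1, PHLDA1, PMAIP1, B2M, the genes of the overlap between treatments and the neighbouring genes of the closing section fall outside the rule and were chosen after their values were seen.

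Overlaps between comparisons that share the controls were set beside 100 simulations of unchanged groups against the same controls and beside the overlap of independent lists (the product of both counts of calls divided by the genes tested). Each pairwise result was recomputed over the 10 ways to split 6 arrays into groups of 3, and the F test over 100 splits of the 12 arrays. The alternatives were the deposited normalized values, no background correction, an offset of 50, median scaling, cyclic loess, no filter, a filter at a detection p of 0.01, the mean of the probes of a gene, every probe, eBayes with trend and robust settings, array weights, only the 6 arrays compared, a replicate block, each array left out in turn, other thresholds, an analysis of variance on the deposited values, and the 2 other list tests. A block by BeadChip did not apply, since there is 1 chip. Fits without the cisplatin arrays and without the third cisplatin and first control array, a pairwise test on the deposited values and 3 further versions of the analysis of variance were added after the data were seen.

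The procedure was tested on simulated data: of 50 genes changed at each size in the comparison of 3 day 5-aza with control, 20% were called at 1.5-fold, 70% at 2-fold, 100% at 3-fold and 98% at 4-fold. Of 154 calls there, 10 were unchanged genes. An unchanged contrast gave 0 calls, and 1 shifted list was found with 0 other lists called. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.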

Results

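Messenger RNA was measured on 12 bead arrays in NT2/D1, a pluripotent human embryonal carcinoma line derived from a testicular germ cell tumour. The treatments were set against control cells, each with n = 3 arrays: 10 nM 5-aza, a cytidine analog that traps DNA methyltransferases, for 1 day or for 3 days, and 0.5 µM cisplatin, a platinum compound that crosslinks DNA, for 6 hours with harvest 24 hours later. Median intensity before normalization was 180 to 188.4 units in controls, 166.2 to 176.9 at 1 day, 154.3 to 165.5 at 3 days and 160.3 to 173.5 with cisplatin. The number of arrays limits the precision. The cisplatin arrays stood apart from each other, with a median standard deviation of 0.36 (log2) across genes against 0.17 in controls, 0.12 at 1 day and 0.13 at 3 days. Their lowest pairwise correlation was 0.927, and replicate 3 had 19824 detected probes against 15435 to 17566 in controls. The model pools a single variance per gene over the 4 groups. Its errors and p-values may therefore be too small in contrasts with cisplatin and too large in those of 5-aza with control or between the times. Folds and log2 differences below are each treatment against control ± standard error, n = 3 arrays per group, unless another comparison is named.

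The comparison of 1 day of 5-aza with control asks which genes respond early. GADD45A, a stress gene of growth arrest, was 1.67-fold above control (log2 0.74 ± 0.16, adjusted p = 0.595), and CDKN1A, which encodes the cell cycle inhibitor p21, was 1.55-fold above (log2 0.63 ± 0.20, adjusted p = 0.817). A second GADD45A probe gave log2 0.24 (adjusted p = 0.936). For both, all 3 treated arrays lay above all 3 controls, and neither passed the test. Treated and control arrays did not overlap, in either direction, for 24.2% of all genes, where chance gives 10%. Among pluripotency genes NANOG stood at log2 −0.21 ± 0.15 (adjusted p = 0.871), GDF3 at 0.00 and SOX2 at 0.02, and the de novo DNA methyltransferase DNMT3B at −0.52 ± 0.27 (adjusted p = 0.863). Interferon response genes were higher as a list (adjusted p = 0.0124, 24 of 41 measured, median log2 difference 0.15, or 0.09 with undetected genes at their bound). That call was lost with an estimated correlation (adjusted p = 0.175 with an estimated correlation), without control replicate 1 (adjusted p = 0.0987, range 0.00866 to 0.0987 over the arrays left out), and without that array and cisplatin replicate 3 (0.0907). Their mean on each array was 0.15, 0.17 and 0.21 at 1 day against −0.10, 0.02 and 0.08 in controls. No single member passed over all genes (0 higher, 0 lower, 24 not passed) or adjusted over the list alone (0). The other 20 lists did not pass, with adjusted p from 0.096 for pluripotency (mean log2 difference −0.12) to 0.983. For genes induced by DNA damage the median was −0.01, the mean 0.04 and the test pointed up, with 1 gene higher adjusted over the list alone. For neural ectoderm and for the BCL2 family the test pointed down with a positive median and mean, and for DNA repair and replication it pointed down with a negative mean and a positive median.

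Over all 11139 genes limma called 0 changed at 1 day. At an unadjusted p under 0.05 there were 622, of which 372 were higher and 250 lower. Array weights gave 127 calls, a fit to only the 6 arrays compared gave 1, and a fit without the cisplatin arrays, chosen after the data were seen, gave 73 (45 higher and 28 lower).

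The comparison of 3 days of 5-aza with control asks what longer exposure does. The largest rises were in GDF15, a secreted stress cytokine (at least 9.76-fold, log2 4.10 ± 0.14, adjusted p = 1.59e-09), the homeobox gene IRX3 (11.8-fold, 3.56 ± 0.24), the transcription factor HES4 (10.4-fold, 3.38 ± 0.33), the chemokine receptor CCR7 (at least 3.85-fold), the adaptor SH2D3C (at least 5-fold) and the matrix proteoglycan BGN (at least 5.96-fold). The largest falls were in the homeobox gene HESX1 (log2 −2.46 ± 0.34, adjusted p = 3e-04), the methyltransferase TMT1A (at least 2.66-fold lower), the Nodal antagonist LEFTY1 (at least 3.8-fold lower), the phosphodiesterase PDE4B (at least 2.78-fold lower), the Wnt pathway factor TCF7L1 (log2 −2.13 ± 0.31) and the sterol binding family member OSBPL10 (log2 −2.11 ± 0.20). CCR7, SH2D3C, BGN and GDF15 were undetected on all control arrays. A second probe for PDE4B gave log2 −0.40 (adjusted p = 0.463).

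Genes induced by DNA damage rose as a list after 3 days of 5-aza (adjusted p = 0.000239, 38 of 46 measured). Of these 12 rose, 2 fell and 24 did not pass, and adjusted over the list alone 14 were higher and 2 lower. CDKN1A rose 6.26-fold (log2 2.65 ± 0.20, adjusted p = 1.35e-06), GADD45A rose 4.88-fold (2.29 ± 0.16), SESN1, which restrains mTOR signalling, rose 2.75-fold (1.46 ± 0.23) and IER3 rose 2.71-fold (1.44 ± 0.17). PPM1D, a phosphatase of the damage response, stood at 0.26 ± 0.17 (adjusted p = 0.352). Among the 2 members that fell was PMAIP1, a pro-apoptotic BH3-only gene (log2 −0.78 ± 0.25). Median and mean of the list were 0.31 (0.28 with undetected genes at their bound) and 0.54. The study named CDKN1A, GADD45A, IER3 and PPM1D from these samples, so their values are not independent evidence. It named GDF15 for a cisplatin-resistant line given the same drug.

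Pluripotency genes fell as a list (adjusted p = 2.08e-08, 29 of 39 measured): 0 rose, 9 fell and 20 did not pass, with 15 lower adjusted over the list alone. GDF3, a TGF-beta family ligand of pluripotent cells, decreased by 2.03 ± 0.18 on the log2 scale (adjusted p = 7.03e-06), and the core factor NANOG by 1.31 ± 0.15 (log2 −1.31, adjusted p = 5.16e-05). PRDM14 stood at −1.81 ± 0.30 (adjusted p = 0.00117), although a second probe gave −0.21 (adjusted p = 0.575). LEFTY2 fell by 1.52 ± 0.36 (adjusted p = 0.0104, or 0.000158 to 0.0508 over the arrays left out, highest without control replicate 2) and DPPA3 fell by 0.82 ± 0.21 (adjusted p = 0.0166). The DPPA3 call was lost without control replicate 1 (adjusted p = 0.0693) or 2 (0.0624) and without 3 day replicate 2 (0.0807) or 3 (0.0665), out of a range of 0.00388 to 0.0807. POU5F1, which encodes OCT4, stood at −0.61 ± 0.21 (adjusted p = 0.0584), PHC1 at −0.53 ± 0.30 (adjusted p = 0.254) and SOX2 at −0.10 ± 0.23 (adjusted p = 0.821). With median scaling POU5F1 passed (log2 −0.93, adjusted p = 0.0213), while its second probe gave −0.10 (adjusted p = 0.84). Other DPPA3 probes gave −0.79 (adjusted p = 0.0558) and −0.98 (adjusted p = 0.0142). The study named NANOG, GDF3, MYC and SOX2 for these cells, so they are not independent evidence of direction. It named PHC1 and DPPA3 for a cisplatin-resistant line given the same drug.

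Of 12 measured genes of the DNA methylation machinery (of 17) 0 rose, 1 fell and 11 did not pass, and adjusted over the list alone 1 was lower (list adjusted p = 0.365). DNMT3B fell by 1.45 ± 0.27 (log2 −1.45, adjusted p = 0.0025). The maintenance methyltransferase DNMT1 stood at 0.18 ± 0.15 (adjusted p = 0.447), which turned to −0.13 with median scaling, and DNMT3A at −0.35 ± 0.24 (adjusted p = 0.346). For this list the median was −0.10, but 0.03 with undetected genes at their bound. The promoters that the study named as demethylated gave 5 measured genes of 6, of which 0 rose, 0 fell and 5 did not pass, with 0 adjusted over the list alone (list adjusted p = 0.686). GPER1 stood at 0.15, RIN1 at 0.15, SOX15 at 0.18, TRIM54 at −0.17 and CD164L2 at 0.37 (log2). On the control arrays RIN1 (6.236, 5.939 and 6.339) and TRIM54 (5.789, 6.495 and 6.047) lay near the floors of those arrays (6.297, 6.447 and 6.277). SOX15 (6.28, 6.472 and 6.594) and CD164L2 (6.07, 6.204 and 6.329) lay near these floors too. Small differences so near the floor do not show that a gene failed to rise. By real-time PCR the study reported RIN1, SOX15 and TLR4 raised in these cells at the same dose and time. The probes of GPER1 disagreed, a second and dimmer one giving 1.76 (adjusted p = 0.000123), so whether GPER1 rose stays open. This list was chosen by the study and is not independent evidence.

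Interferon response genes rose at 3 days (adjusted p = 3.35e-06, 24 measured): 11 rose, 0 fell and 13 did not pass, with 12 higher adjusted over the list alone. The ubiquitin-like ISG15 rose at least 3.19-fold, the transcription factor IRF1 rose 4.44-fold (log2 2.15 ± 0.45), the peptide transporter TAP1 at least 1.89-fold and IFI6 3.01-fold, and B2M, the light chain of MHC class I, rose 2.33-fold (1.22 ± 0.20). Genes of the integrated stress and unfolded protein response were higher as a list (adjusted p = 5.13e-05, 22 of 25 measured). Here 12 rose, 2 fell and 8 did not pass, with 13 higher and 2 lower adjusted over the list alone, and the list call was lost with an estimated correlation (adjusted p = 0.0866 with an estimated correlation). TRIB3, a pseudokinase induced by ATF4, rose 5.73-fold (2.52 ± 0.29), DDIT3, which encodes CHOP, rose 5.32-fold (2.41 ± 0.17), and CEBPB and PPP1R15A rose 3.34-fold and 2.96-fold. VLDLR, a lipoprotein receptor (log2 −1.0 ± 0.24), and PDIA4, an endoplasmic reticulum disulfide isomerase (−1.08 ± 0.30), fell.

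Growth and metabolic groups fell after 3 days. Among MYC targets and ribosome biogenesis genes (adjusted p = 3.64e-06, 43 of 50 measured) 0 rose, 13 fell and 30 did not pass, with 20 lower adjusted over the list alone. ODC1, which starts polyamine synthesis, stood at −1.55 ± 0.21 (adjusted p = 0.000236) and GRWD1 at −1.20 ± 0.23 (adjusted p = 0.00268). MYC itself fell by 2.01 ± 0.28 (log2 −2.01, adjusted p = 0.000253). The folate carrier SLC19A1 (−1.40 ± 0.38) and the importin IPO4 (−1.19 ± 0.31) also passed. Without control replicate 1 or 2, or 3 day replicate 1 or 2, they did not (adjusted p = 0.0972, 0.0538, 0.0873 and 0.0587 for SLC19A1, and 0.0937, 0.0586, 0.0583 and 0.0772 for IPO4). Cholesterol biosynthesis fell (adjusted p = 2.33e-05, 16 of 24 measured), with 0 higher, 6 lower and 10 not passed, and 9 lower adjusted over the list alone. SQLE stood at −1.50 ± 0.23, IDI1 at −1.39 ± 0.17 and DHCR7 at −1.12 ± 0.25. LSS stood at −1.24 ± 0.25, but its other probes gave 0.25 and −0.26 and did not pass. Metallothionein and oxidative stress genes fell (adjusted p = 0.000418, 15 of 19 measured): 1 rose, 7 fell and 7 did not pass, with 2 higher and 8 lower adjusted over the list alone. The metal-binding MT1H (−1.84 ± 0.18) and MT2A (−1.37 ± 0.19) fell, MT1M was at least 1.55-fold lower, and the autophagy receptor SQSTM1 rose 2.65-fold (1.41 ± 0.18).

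Histone genes were lower at 3 days (adjusted p = 0.0083, 9 of 18 measured), with 0 higher, 4 lower and 5 not passed, and 4 lower adjusted over the list alone, a call lost with an estimated correlation (adjusted p = 0.189 with an estimated correlation). H2BC12 stood at −1.27 ± 0.24 and the linker histone H1-2 at −0.84 ± 0.18. H2AC20 (at least 1.59-fold lower, adjusted p = 0.0304) and H2AC19 (−0.80 ± 0.24, adjusted p = 0.0355) lost their calls in 6 and 7 of the 12 fits that left out an array (adjusted p = 0.0565 to 0.111 and 0.0502 to 0.151). Matrix and cytoskeleton genes of fibroblast type were higher (adjusted p = 0.0396, 29 of 39 measured): 9 rose, 2 fell and 18 did not pass, with 12 higher and 4 lower adjusted over the list alone. That list was not called with an estimated correlation (adjusted p = 0.118 with an estimated correlation), with cyclic loess (0.0535) or without control replicate 3 (adjusted p = 0.0699, the highest of a range from 0.0238 over the arrays left out). S100A4, a calcium-binding protein of motile cells, rose 6.5-fold (2.70 ± 0.24), collagen gene COL1A1 3.61-fold (1.85 ± 0.21), CNN1 at least 1.62-fold and LGALS1 2.6-fold, whereas the secreted CCN2 (−1.07 ± 0.18) and the surface glycoprotein THY1 (−0.78 ± 0.19) fell. Immediate early and AP-1 genes were higher (adjusted p = 0.045, 19 of 29 measured), with 7 higher, 3 lower and 9 not passed (9 higher and 3 lower adjusted over the list alone). The call was lost with an estimated correlation (adjusted p = 0.113 with an estimated correlation), with median scaling (0.0919), cyclic loess (0.0691), the filter at a detection p of 0.01 (0.0882), only the 6 arrays compared (0.0666), the replicate block (0.0519) and no cisplatin arrays in the fit (0.0602). It was also lost without control replicate 2 (0.0633) or 3 (0.0723), 3 day replicate 1 (0.0664) or cisplatin replicate 3 (0.0706), out of a range of 0.0243 to 0.0723 over the arrays left out. JUN rose 3.17-fold and EGR1 2.9-fold, while MYC, which this list also holds, the phosphatase DUSP6 (−2.02 ± 0.24) and PHLDA1 (−1.29 ± 0.19) fell.

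In all, 1901 of 11139 genes changed at 3 days (1170 higher and 731 lower, 61.5% higher), 1682 of them by at least 1.5-fold. For 1896 of the 1901 the treated and control arrays did not overlap, as for 48.6% of all genes, where chance gives 10%. Of the genes called higher, 137 (11.7%) were undetected on every control array, and of those called lower 94 (12.9%) were undetected on every 3 day array. With median scaling the median of all genes moved to −0.17 and the split turned to 622 higher and 1102 lower (36.1% higher). It did not turn with cyclic loess (1324 higher and 613 lower, 68.4% higher) or with the deposited values (62% higher). The count was 989 without control replicate 1, 1257 without control replicate 2, 1161, 1046 and 1099 without 3 day replicates 1, 2 and 3, and 3121 without cisplatin replicate 3. Over the alternatives it ran from 878 (adjusted p under 0.01) to 4262 (no cisplatin arrays in the fit).

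**Figure D1:**
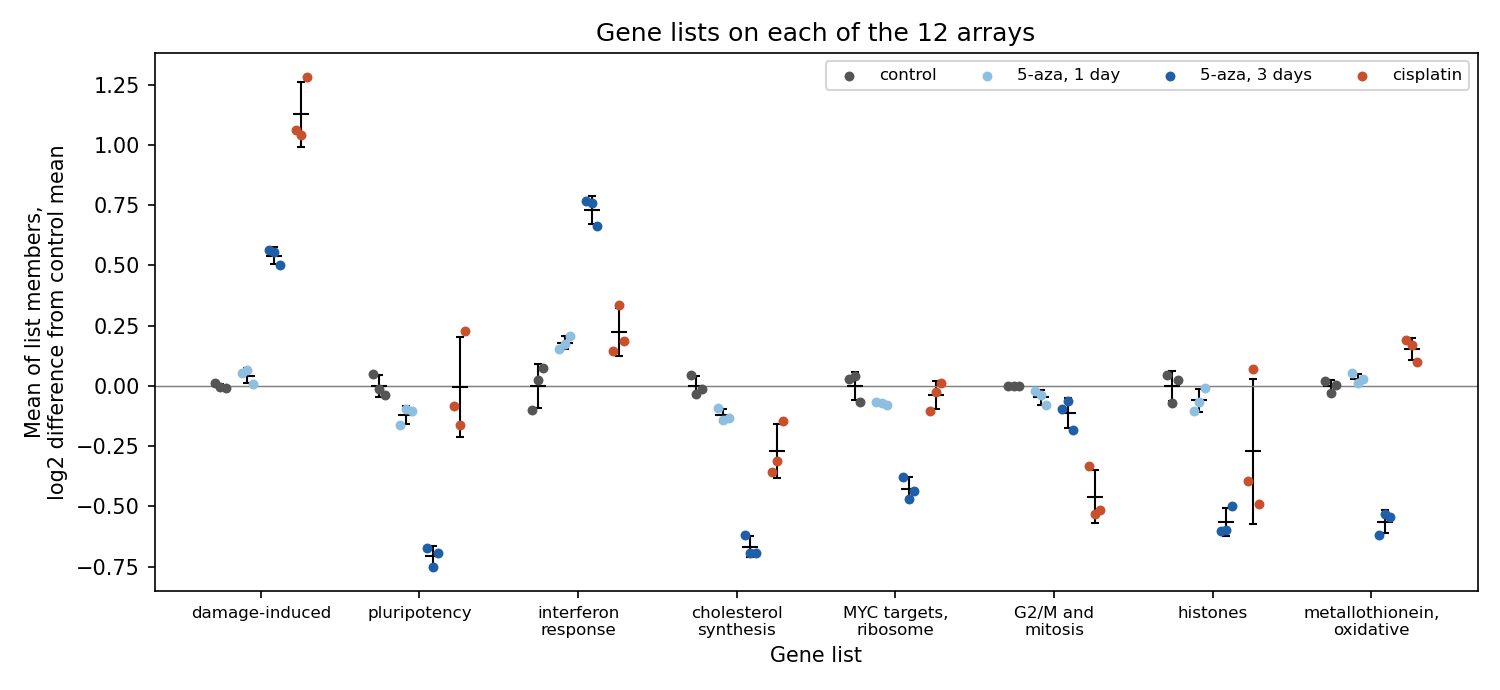
Mean log2 difference from the control mean (vertical axis, log2 units) of 8 gene lists in the 4 groups, with each point an array, each dash the mean of 3 arrays and each bar their standard deviation. For damage-induced genes the cisplatin arrays lie at 1.06, 1.04 and 1.28 and the 3 day arrays at 0.56, 0.56 and 0.50, and for pluripotency genes the 3 day arrays lie at −0.67, −0.75 and −0.69.

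The direct contrast of 3 days with 1 day of 5-aza asks which differences come with longer exposure. The control arrays enter its variance but not the differences themselves. GDF15 (at least 9.59-fold), CCR7 (at least 3.78-fold), SH2D3C (at least 4.91-fold) and HES4 (7.91-fold, log2 2.98 ± 0.33) were the most increased at 3 days. LEFTY1 (at least 4.23-fold lower), HESX1 (log2 −2.32 ± 0.34), LEFTY2 (−2.23 ± 0.36) and TMT1A (at least 2.29-fold lower) were the most decreased. CDKN1A was higher by 2.02 ± 0.20 (log2), GADD45A by 1.54 ± 0.16 and IER3 by 1.25 ± 0.17. GDF3 (−2.03 ± 0.18), MYC (−2.14 ± 0.28), NANOG (−1.10 ± 0.15) and DPPA3 (−0.99 ± 0.21, adjusted p = 0.00883, and 0.0555 without 3 day replicate 2) were lower. Other DPPA3 probes gave −0.70 (adjusted p = 0.097) and −0.90 (adjusted p = 0.0494). DNMT3B was lower by 0.93 (log2 −0.93 ± 0.27, adjusted p = 0.0467), and its other probes gave −0.90 (adjusted p = 0.0611) and −0.88 (adjusted p = 0.00943). Its call was lost without control replicate 2 (0.0658) or 3 (0.053), without 1 day replicate 1 (0.161), 2 (0.129) or 3 (0.0927) and without 3 day replicate 1 (0.096), 2 (0.165) or 3 (0.121).

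Between the times 10 of the 21 lists differed, and 7 of these kept their calls with an estimated correlation. Pluripotency genes were lower at 3 days (adjusted p = 5.45e-08), with 0 members higher, 7 lower and 22 not passed, and 11 lower adjusted over the list alone. MYC targets were lower (adjusted p = 3.35e-06), with 0 higher, 6 lower and 37 not passed, and 10 lower adjusted over the list alone. Cholesterol biosynthesis (adjusted p = 2.54e-05) had 4 members lower and 12 not passed, and 8 lower adjusted over the list alone. Metallothioneins (adjusted p = 7.78e-05) had 1 higher, 6 lower and 8 not passed, and 2 higher and 8 lower adjusted over the list alone. Interferon response genes were higher (adjusted p = 4.4e-06), with 8 members higher and 16 not passed, and 9 higher adjusted over the list alone. Damage-induced genes were higher (adjusted p = 2.07e-05), with 11 higher, 1 lower and 26 not passed, and 15 higher and 1 lower adjusted over the list alone. Matrix genes were higher (adjusted p = 0.00471), with 9 higher, 2 lower and 18 not passed, and the same 9 and 2 as counts adjusted over the list alone. The 3 calls lost with an estimated correlation were the integrated stress response, histones and AP-1 genes. The first had 8 higher, 0 lower and 14 not passed (adjusted p = 2.68e-05, but adjusted p = 0.0801 with an estimated correlation), and 10 higher and 1 lower adjusted over the list alone. Histones had 2 lower and 7 not passed (adjusted p = 0.00751, but adjusted p = 0.184 with an estimated correlation), and 4 lower adjusted over the list alone. AP-1 genes had 7 higher and 3 lower by both adjustments and 9 not passed (adjusted p = 0.0229, but adjusted p = 0.083 with an estimated correlation), and their call was also lost with median scaling (adjusted p = 0.0659).

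The contrast called 1001 genes (648 higher and 353 lower at 3 days, 64.7% higher), and for all 1001 the arrays of the 2 times did not overlap, as for 46% of all genes, where chance gives 10%. With median scaling 343 were higher and 738 lower (31.7% higher), the median of all genes being −0.17. Cyclic loess gave 734 higher and 309 lower (70.4% higher), and the deposited values gave 65.3% higher. The count was 541, 536 and 566 without 1 day replicates 1, 2 and 3, 613, 526 and 519 without 3 day replicates 1, 2 and 3, and 1575 and 1824 without cisplatin replicates 1 and 3. Over the alternatives it ran from 476 (adjusted p under 0.01) to 3753 (array weights). Of the 1901 genes called at 3 days, 1614 (84.9%) had the same sign at 1 day, and 0 were called at both times. Genes called higher at 3 days had a median log2 difference of 0.23 at 1 day and 0.90 at 3 days, and those called lower −0.19 and −0.82. Both changes share the controls, so part of this agreement is expected without any change at 1 day: simulated arrays with no 1 day change gave 62% (59.9% to 64.7%) of about 2970 calls, with medians of 0.054 and −0.073. With the 3 day calls made on 2 controls and the 1 day change taken from the third, 79.6%, 75.9% and 77.3% of 539, 647 and 770 calls had the same sign (80.2%, 80.8% and 78.9% of the higher and 77.9%, 64% and 73.4% of the lower calls). These shares were computed after the data were seen, and chip position, which follows the groups, is not removed by them. Across genes, which are not independent replicates, both changes from control correlated with r = 0.578, where simulated unchanged groups against the same controls gave 0.499. Unchanged groups differ from control by noise alone, much of it shared, so the simulated r is not the level expected of changed groups. The covariance of both changes was 0.0759, against 0.0245 simulated, a difference of 0.0514. Independent lists would share 0 calls, and 3 controls cannot be split into 2 groups of at least 2, so part of the excess may come from the shared controls.

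The comparison of cisplatin with control asks how the same cells respond to DNA damage. The largest rises were CDKN1A (16-fold, log2 4.0 ± 0.20, adjusted p = 7.58e-08), PHLDA3, a repressor of AKT (at least 5.85-fold), GDF15 (at least 5.21-fold), the smooth muscle actin ACTA2 (at least 4.05-fold), GADD45A (5.65-fold, 2.50 ± 0.16) and DDB2, a sensor of DNA damage (at least 2.81-fold). All 6 were called in each of the fits that left out an array. The largest falls were HESX1 (log2 −2.02 ± 0.34, adjusted p = 0.0104), SHISA2 (−1.77 ± 0.25, adjusted p = 0.00333), the Wnt ligand WNT5A (−1.59 ± 0.36, adjusted p = 0.0487), TOX3 (−1.53 ± 0.29, adjusted p = 0.0238), COMMD10 (−1.42 ± 0.29, adjusted p = 0.0282) and the chromatin protein HMGB2 (−1.33 ± 0.26, adjusted p = 0.0258). Of these only SHISA2 was called in every fit that left out an array. Without control replicates 1, 2 and 3 the adjusted p was 0.0519, 0.0627 and 0.0643 for HESX1, 0.201, 0.122 and 0.142 for WNT5A, 0.124, 0.0688 and 0.0827 for TOX3, 0.133, 0.0991 and 0.0876 for COMMD10, and 0.133, 0.0821 and 0.0832 for HMGB2. Without cisplatin replicate 2 it was 0.0519 for HESX1, 0.0607 for WNT5A and 0.111 for COMMD10. WNT5A (0.0772 to 0.0855) also missed without any single 5-aza array, COMMD10 (0.0516 to 0.0551) without any but 3 day replicate 1, and HMGB2 without 1 day replicate 1 (0.0508). Second probes for COMMD10 (−0.93, adjusted p = 0.125) and HMGB2 (−1.26, adjusted p = 0.0968) did not pass.

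Of the 38 damage-induced genes measured, 18 rose with cisplatin, 0 fell and 20 did not pass, and 28 were higher adjusted over the list alone (list adjusted p = 2.65e-28, and 9.51e-05 with an estimated correlation). The list mean was 1.06, 1.04 and 1.28 on the cisplatin arrays, and its median 0.97 (0.95 with undetected genes at their bound). IER3 rose 3.05-fold (log2 1.61 ± 0.17, adjusted p = 0.000256). PPM1D rose 1.96-fold (0.97 ± 0.17, adjusted p = 0.0153) and lost its call without control replicate 1 (0.0682), 2 (0.0821) or 3 (0.0643). Mitosis genes fell as a list (adjusted p = 5.45e-08, 32 of 33 measured): 0 rose, 4 fell and 28 did not pass, with 17 lower adjusted over the list alone. The list mean was −0.33, −0.53 and −0.51 on cisplatin arrays 1, 2 and 3. The mitotic kinase PLK1 stood at −1.18 ± 0.22 (adjusted p = 0.0197), the checkpoint kinases BUB1 at −0.98 ± 0.18 (0.018) and BUB1B at −0.93 ± 0.20 (0.0363), and topoisomerase TOP2A at −0.96 ± 0.20 (0.0319). None of the 4 kept its call without control replicate 1, 2 or 3 (adjusted p = 0.0934, 0.0821 and 0.0717 for PLK1, 0.0678, 0.0821 and 0.0795 for BUB1, 0.164, 0.133 and 0.0682 for BUB1B, 0.133, 0.12 and 0.0877 for TOP2A) or without cisplatin replicate 2 (0.0652 for PLK1, 0.0652 for BUB1, 0.0999 for BUB1B and 0.109 for TOP2A). BUB1B (0.0567 to 0.0692) also missed without any single 5-aza array, and TOP2A (0.057 to 0.0625) without any but 3 day replicate 1.

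Matrix and cytoskeleton genes were higher with cisplatin (adjusted p = 0.000556), with 3 higher, 0 lower and 26 not passed, and 5 higher adjusted over the list alone. AP-1 genes were higher (adjusted p = 0.000579), with 1 higher by both adjustments and 18 not passed, and both list calls held with an estimated correlation. ACTA2 rose, the calcium-binding S100A11 rose 1.9-fold and the actin-binding TAGLN 1.91-fold, and the single AP-1 member that rose was FOSL1, a FOS family gene (at least 3.7-fold). A second TAGLN probe gave 0.66 (adjusted p = 0.159). TAGLN lost its call without control replicates 1, 2 and 3 (adjusted p = 0.121, 0.0688 and 0.0682) or cisplatin replicate 2 (0.0652), and S100A11 without control replicate 1 (0.0735) or 2 (0.0821). The integrated stress response was higher (adjusted p = 0.000789, but adjusted p = 0.146 with an estimated correlation), with 1 higher and 21 not passed, and 6 higher adjusted over the list alone. The interferon response was higher (adjusted p = 0.0122, but adjusted p = 0.175 with an estimated correlation), with 2 higher by both adjustments and 22 not passed, and lost its call without control replicate 1 (adjusted p = 0.079) and without that array and cisplatin replicate 3 (0.0678). TRIB3 rose 2.74-fold (log2 1.45 ± 0.29), a call lost without control replicates 1, 2 and 3 (adjusted p = 0.0602, 0.123 and 0.0941), and TAP1 rose at least 1.18-fold. ISG15 rose at least 1.1-fold (adjusted p = 0.0321), a call lost in 10 of the 12 fits that left out an array (adjusted p = 0.0602 to 0.127). Among 29 pluripotency genes limma called 0 higher and 0 lower (list adjusted p = 0.998), with 1 higher adjusted over the list alone. The median of that list was 0.03, the mean −0.005 and the test pointed up. NANOG stood at 0.11 ± 0.15, GDF3 at 0.29 ± 0.18, MYC at −0.34 ± 0.28, POU5F1 at 0.31 ± 0.21 and SOX2 at −0.63 ± 0.23 (adjusted p = 0.147).

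Cisplatin changed 159 genes (102 higher and 57 lower, 64.2% higher), all by at least 1.5-fold and all with arrays that did not overlap the controls, as for 16.3% of all genes, where chance gives 10%. Median scaling gave 144 higher and 10 lower (93.5% higher) and cyclic loess 194 and 39 (83.3% higher). Leaving out any array moved the count: to 41, 39 and 48 without control replicates 1, 2 and 3, to 75, 79 and 77 without 1 day replicates, to 92, 83 and 79 without 3 day replicates, and to 3059, 79 and 470 without cisplatin replicates 1, 2 and 3. The replicate block gave 88, a fit to only the 6 arrays compared 18 (of the genes named for cisplatin only ACTA2, CDKN1A, DDB2, FOSL1, GADD45A, GDF15, IER3 and PHLDA3 kept their calls in it), and a fit without cisplatin replicate 3 and control replicate 1 gave 127 (111 higher and 16 lower).

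**Figure D2:**
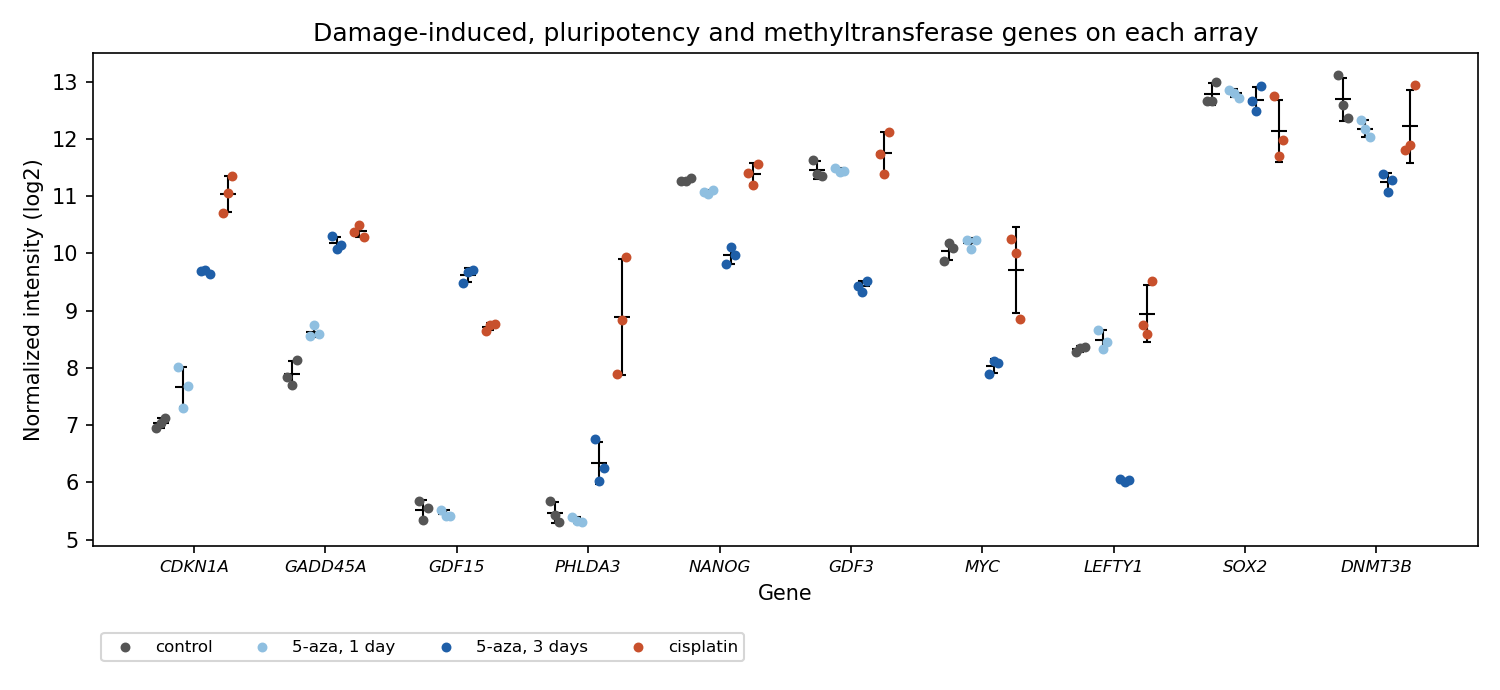
Normalized log2 intensity (vertical axis) of 10 genes in the 4 groups, with each point an array, each dash the mean of 3 arrays and each bar their standard deviation. CDKN1A averages 7.04 in controls, 9.68 at 3 days and 11 with cisplatin, while NANOG averages 11.3 in controls and 9.97 at 3 days.

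The direct contrast of 3 days of 5-aza with cisplatin asks where both agents differ. The shared controls cancel in the differences and enter only the variance. IRX3 (10.5-fold, log2 3.39 ± 0.24), HES4 (8.96-fold, 3.16 ± 0.33), S100A4 (8.78-fold, 3.13 ± 0.24) and SH2D3C (at least 5.23-fold) were higher with 5-aza. PDE4B (at least 5.52-fold lower), the ribonucleotide reductase subunit RRM2 (at least 6.6-fold lower), LEFTY1 (at least 5.86-fold lower) and PHLDA3 (−2.55 ± 0.37) were lower. CDKN1A was lower with 5-aza than with cisplatin by 1.36 (log2 −1.36 ± 0.20, adjusted p = 0.000392) and PPM1D by 0.72 (−0.72 ± 0.17, adjusted p = 0.0107). GADD45A (−0.21 ± 0.16, adjusted p = 0.34) and IER3 (−0.17 ± 0.17, adjusted p = 0.505) did not pass, although a second GADD45A probe was lower with 5-aza (−0.92, adjusted p = 0.0194). IER3 passed with median scaling (−0.53, adjusted p = 0.0228). GDF15 was higher with 5-aza by 0.91 ± 0.14 (adjusted p = 0.000773), which was lost with median scaling (0.52, adjusted p = 0.0657). GDF3 (−2.32 ± 0.18), MYC (−1.68 ± 0.28), NANOG (−1.42 ± 0.15) and POU5F1 (−0.92 ± 0.21) were lower with 5-aza, although a second POU5F1 probe gave −0.22 (adjusted p = 0.566). DNMT3B (−0.98 ± 0.27, adjusted p = 0.0201) was lower too, except without 3 day replicate 2 (0.0762) or 3 (0.0554). DNMT3A (−0.79 ± 0.24, adjusted p = 0.0271) was lower except without 3 day replicates 1, 2 and 3 (0.0825, 0.0586 and 0.0809) or cisplatin replicate 3 (0.0745).

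Of the lists 7 differed between these treatments, and the first 4 given here kept their calls with an estimated correlation. Damage-induced genes were lower with 5-aza than with cisplatin (adjusted p = 2.72e-07), with 2 higher, 18 lower and 18 not passed, and 2 higher and 19 lower adjusted over the list alone. Pluripotency genes were lower (adjusted p = 1.42e-06), with 0 higher, 10 lower and 19 not passed, and 14 lower adjusted over the list alone. MYC targets were lower (adjusted p = 2.33e-05), with 14 lower by both adjustments and 29 not passed. Metallothioneins were lower (adjusted p = 4.6e-05), with 1 higher, 10 lower and 4 not passed, and 2 higher and 11 lower adjusted over the list alone. Interferon response was higher with 5-aza (adjusted p = 0.0017, but adjusted p = 0.103 with an estimated correlation), with 11 higher by both adjustments and 13 not passed, a call lost without cisplatin replicate 1 (adjusted p = 0.0963). Cholesterol biosynthesis was lower (adjusted p = 0.00828, but adjusted p = 0.0523 with an estimated correlation), with 5 lower and 11 not passed, and 6 lower adjusted over the list alone. Mitosis genes were higher (adjusted p = 0.0122, but adjusted p = 0.279 with an estimated correlation), with 10 higher and 22 not passed, and 11 higher adjusted over the list alone. That call was lost without cisplatin replicate 2 (adjusted p = 0.0578).

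The contrast called 2795 genes, 1675 higher and 1120 lower with 5-aza (59.9% higher). For 2579 of them the arrays did not overlap, as for 34% of all genes, where chance gives 10%. Median scaling gave 529 higher and 1900 lower (21.8% higher), with a median of all genes of −0.20. Cyclic loess gave 1401 higher and 1184 lower (54.2% higher), and the deposited values gave 60.2% higher. The count was 1595, 1447 and 1567 without 3 day replicates 1, 2 and 3 and 4557 without cisplatin replicate 1. A fit to only the 6 arrays compared gave 816 and an adjusted p under 0.01 gave 1117.

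Both agents raised 57 genes in common and lowered 16, and 7 genes, VCAN among them, were called in opposite directions. The split depended on the scaling, with 70 shared rises and 4 shared falls under median scaling and 94 and 13 under cyclic loess. Of the 57 shared rises 8 were among the 38 damage-induced genes (CDKN1A, GADD45A, GDF15, IER3, RPS27L, SERTAD1, SESN1 and TNFRSF10B; Fisher's exact test, one-sided, p = 1.23e-11). That test compares with all tested genes and treats genes as independent. It cannot separate sharing from the rise of this list with cisplatin, where 18 of the 102 genes called higher were members. Outside the damage-induced list ACTA2 (log2 1.25 at 3 days and 2.85 with cisplatin) and TRIB3 (2.52 and 1.45) were shared rises. ACTA2 was undetected on every control array, so its log2 values depend on the offset and are not bounds. HESX1 (−2.46 and −2.02), SHISA2 (−1.35 and −1.77) and TOX3 (−1.47 and −1.53) were shared falls, the cisplatin calls of TRIB3, HESX1 and TOX3 being among those lost without single control arrays. Independent lists would share 10.7 rises and 3.74 falls. Simulated unchanged groups against the same controls shared 0, which says little, since unchanged groups give hardly any calls to share. Across genes, which are not independent replicates, the changes correlated with r = 0.229 where the simulation gave 0.501. As at 1 day, the simulated r is not the level expected of changed groups, so a lower r does not show less agreement. The covariance of the changes was 0.0485 against 0.0246 simulated, a difference of 0.0239. Part of the excess may come from the shared controls, since 3 controls cannot be split into 2 groups of at least 2. The shared calls in the same direction came to 73, and leaving out any array moved this to 27, 27 and 29 without control replicates 1, 2 and 3, 41, 41 and 41 without 1 day replicates, 40, 39 and 38 without 3 day replicates, and 553, 47 and 274 without cisplatin replicates 1, 2 and 3. Of the 1901 genes called at 3 days, 1271 also differed from cisplatin in the direct contrast, 819 called higher that were also higher than with cisplatin and 441 called lower that were also lower. Of the 159 cisplatin genes, 47 were higher and 34 lower than at 3 days in the direction of their call.

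**Figure D3:**
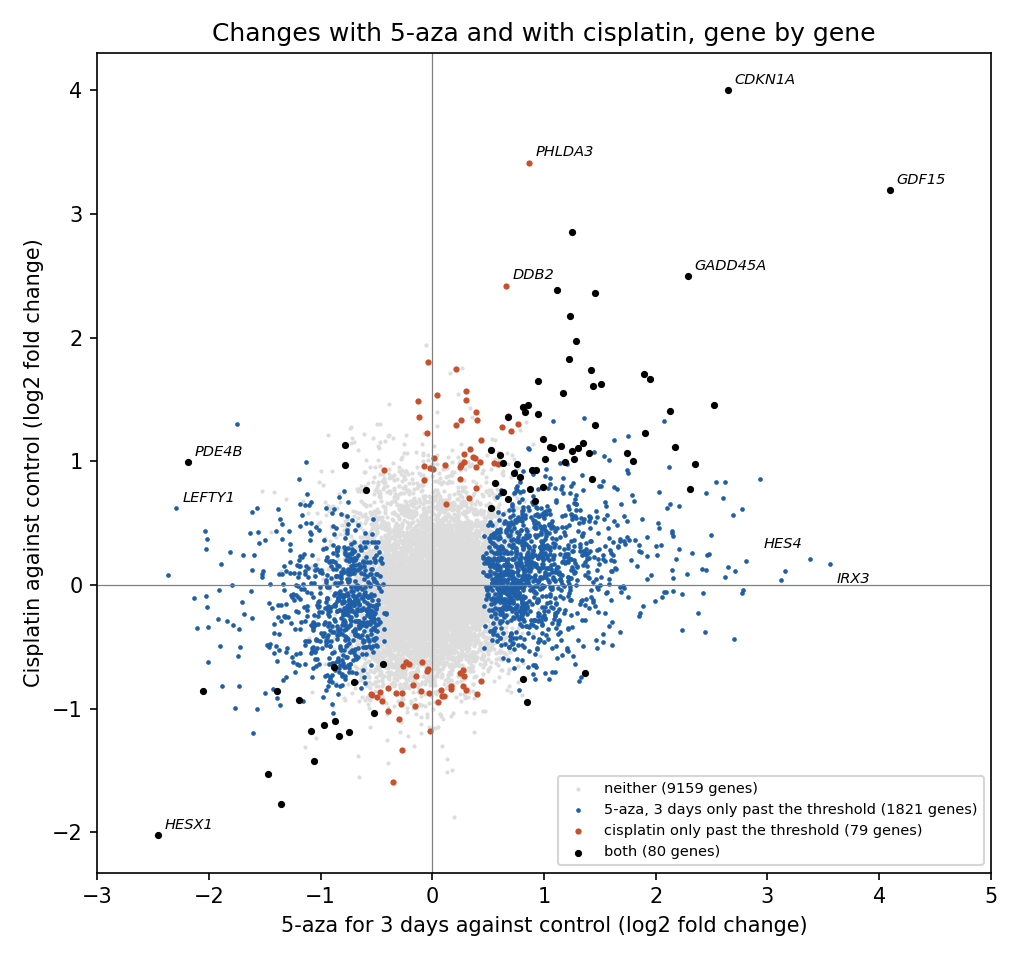
Log2 fold change from control after 3 days of 5-aza (horizontal axis) against that after cisplatin (vertical axis), with each point a gene. Colours mark 1821 genes called at 3 days and not with cisplatin, 79 called with cisplatin and not at 3 days, 80 called in both and 9159 in neither, with CDKN1A and GDF15 far out in both and IRX3 and HES4 far out along the 5-aza axis.

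Among the 4 arms together 2277 genes changed by the moderated F test. The count was 1055, 1028 and 1022 without 3 day replicates 1, 2 and 3 and 5138 without cisplatin replicate 1. An adjusted p under 0.01 gave 829, and array weights gave 5036. The lowest count over all alternatives was 229 probes, from an analysis of variance on log2 values with a fold threshold of 1.5, chosen after the data were seen. Of the 105 list tests 34 were called, 21 with an estimated correlation and 49 by fry. With single arrays left out, 61 of 81 called results of named genes at 3 days and 11 of 29 with cisplatin kept their calls in every fit. No called list and no called named gene reversed its direction under the alternatives scored for each. These leave out the fit to every probe, the other thresholds, the analysis of variance, the pairwise test on deposited values and the other list tests. At 3 days another LSS probe (log2 0.25) and the second EXO1 probe (−0.14) had the opposite sign to the probe used, and neither passed.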

Values the study reported

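The study reported 898 genes that changed by more than 1.5-fold between its 4 treatment arms, and clustered 1130 genes with changes of at least 1.5-fold in a further step. It counted 35 genes past 1.5-fold after 1 day of 5-aza. About 50% of the genes past 1.3-fold at 1 day were also past 1.5-fold at 3 days. It gave 44 genes raised at least 1.5-fold by cisplatin as well as by 3 days of 5-aza.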

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

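The tests of the cisplatin arrays and of the scaling and detection counts were chosen only after the results were seen, and the splits of the arrays were fixed before.

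A test of the difference between the 5-aza groups called 1001 genes, the comparison of 3 days with 1 day given above, with GDF15, CCR7 and HES4 higher and LEFTY1 and HESX1 lower at 3 days. By the same kind of test 10 gene lists differed between those groups, and 7 with an estimated correlation. Probes without a gene name lie outside the comparisons of genes, and of 4998 such probes 352 changed at 3 days of 5-aza (166 higher and 186 lower; 7.04% of them, against 14.5% of named probes). With cisplatin 18 of these probes changed (11 higher and 7 lower; 0.36%, against 0.965% of named probes), and limma called 0 at 1 day.

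The splits of the 6 arrays in a comparison number 10, too few for a share under 0.05. Every split but the real one mixes arrays of both groups. A real difference between the groups then adds to its variance, and part of that difference stays in its contrast. Counts of genes or lists from these other splits are therefore not a chance level. The real grouping gave 1901 genes and 10 lists at 3 days, against at most 0 genes and 7 lists in any other split, and 159 genes and 6 lists with cisplatin against at most 136 and 5. For 3 days against 1 day it gave 1001 genes and 10 lists against at most 0 and 8, for 3 days against cisplatin 2795 genes and 7 lists against at most 0 and 5, and at 1 day 0 genes and 1 list against at most 0 and 2. The split that gave 136 genes set control replicate 1 with cisplatin replicates 2 and 3, which points to a structure of the samples. For the F test 1 of 100 splits of the 12 arrays, the real one, gave as many as 2277 genes. That is the smallest share that 100 splits can show. Another split gave 2140, so this count sets the real grouping apart only narrowly.

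The cisplatin arrays stood apart from each other: on the first 2 principal components replicate 1 lay at 2.81 and 9.36, replicate 2 at −23.5 and −31.6 and replicate 3 at −62.2 and −20.8. An untreated array under the label of replicate 1 is argued against, since its damage-induced genes averaged 1.06 above the control mean (log2), where single controls lay between −0.0068 and 0.011. An array difference that also sets control replicate 1 apart may contribute to replicate 3, whose difference from replicate 1 correlated with that of control 1 from the other controls across genes (r = 0.47; genes are not independent replicates). For replicate 2 the same correlation was 0.0067, which argues against it there. A stronger response to the drug in replicates 2 and 3 stays open: damage-induced genes averaged 0.1 more in them than in replicate 1, within −0.1 to 0.31. The difference came from replicate 3, since the list means were 1.06, 1.04 and 1.28 on replicates 1, 2 and 3.

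More genes were called higher than lower after 3 days of 5-aza (61.5% higher). Whether the scaling between arrays accounts for that excess stays open. With median scaling 36.1% of the calls were higher and the median of all genes lay at −0.17. The excess remained with cyclic loess (68.4% higher) and with the deposited values (62% higher). A gain of expression in more genes than lost it stays open: of 271 genes whose detection turned between all controls and all 3 day arrays, 146 were gained, or 53.9% (95% exact interval 47.7 to 59.9). The treatment itself is the biological explanation the design gives, and chip position, which follows the groups, cannot be separated from it.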

How the results depend on the processing

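The fits on 9 and 10 arrays, the two-sample test and the further versions of the analysis of variance were chosen only after the data were seen. Of 34 called lists 27 kept their direction and their side of the threshold under every alternative scored for single results. Of 143 called named-gene results 94 did so, and no list or gene reversed. That scoring leaves out the fit to every probe, the other thresholds, the analysis of variance, the pairwise test on deposited values and the other list tests. Of the 34 list calls, camera with an estimated correlation kept 21. Signal over background limits the folds of undetected genes to bounds. Except where fewer arrays, a stricter threshold or another test was itself the alternative, the cause was not tested.

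Array weights gave 127 genes at 1 day, 4055 at 3 days, 633 with cisplatin, 3753 between the times, 5036 among the 4 arms, and 103 and 265 shared calls (3 day with 1 day, and with cisplatin). Only the 6 arrays compared gave 1, 3768, 18 and 3392 genes, 816 for 3 days against cisplatin, and 1 and 14 shared calls. An adjusted p under 0.01 gave 878 at 3 days, 39 with cisplatin, 476 between the times, 1117 between the agents and 829 among the arms. An unadjusted p with a fold gave 563 at 1 day and 1256 with cisplatin. Camera with an estimated correlation called 21 lists in place of 34.

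The analysis of variance on deposited values gave 369 (p under 0.01), 525 (0.02) and 606 (0.02, 1.2-fold) probes, 344 and 472 with folds against control, 1020 and 1423 adjusted over the probes past 1.5-fold, and 229, 440 and 501 on log2 values. The two-sample test gave 35 probes at 1 day, 262 with cisplatin and 45 higher in both. Without the cisplatin arrays there were 73, 4262 and 2923 genes at 1 day, at 3 days and between the times, and 64 shared calls. Without cisplatin 3 and control 1 there were 1856 between the times.

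Leaving out each array gave 989 (without control 1) to 3121 (without cisplatin 3) genes at 3 days, 39 (control 2) to 3059 (cisplatin 1) with cisplatin, 519 (3 day 3) to 1824 (cisplatin 3) between the times, 1447 (3 day 2) to 4557 (cisplatin 1) between the agents, 1022 (3 day 3) to 5138 (cisplatin 1) among the arms, and 27 (control 1) to 553 (cisplatin 1) shared calls of 3 days and cisplatin. At 1 day it gave 0 in every case, where limma had 622 genes at an unadjusted p under 0.05, and for lists 32 to 36.

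The replicate block gave 88 genes with cisplatin and 47 shared calls. The numbers do not pair the arrays: of 18 same-number pairs 2 had deviations that correlated above 0.1 (mean −0.035 against 0.018 for different numbers), and 3 of 12 arrays correlated best with their own number.

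Calls of named genes were also lost outside the fits that left out an array. At 3 days SLC19A1 was lost with the deposited values, no background correction, median scaling, cyclic loess and no filter (adjusted p = 0.05 to 0.0662), H2AC19 with the deposited values, no background correction, no filter and the replicate block (0.059 to 0.0728), and H2AC20 with the offset of 50, median scaling, cyclic loess and no filter (0.0553 to 0.0878). IPO4 (0.0551) and CHAF1A (0.0543) were lost with no filter, PTTG1 (0.177), TFAP2C (0.227) and EXO1 (0.18) with median scaling, TFAP2C (0.0598) with the replicate block, and BCL2L1 (0.184), LSS (0.109) and EXO1 (0.287) with the mean of their probes. Without cisplatin 3 and control 1, H2AC19, H2AC20 and CHAF1A were lost (0.0761 to 0.0859).

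With cisplatin, median scaling lost WNT5A, BUB1B, COMMD10, H2BC21, HMGB2, IDI1, S100A11, TOP2A, TOX3 and TYMS (adjusted p = 0.0515 to 0.154), no filter lost WNT5A, BUB1B, COMMD10, HMGB2, TOP2A, TOX3 and TRIB3 (0.0558 to 0.114), and the replicate block lost BUB1B, TOP2A, ISG15 and IDI1 (0.055 to 0.0639). WNT5A was further lost with the deposited values, no background correction, cyclic loess and the trend and robust settings (0.0504 to 0.0602), ISG15 with the offset of 50 (0.0594) and COMMD10 with the mean of its probes (0.0573). Between the times DNMT3B was lost with no filter (0.102) and the replicate block (0.0708). Between the agents only the 6 arrays compared lost PPM1D, POU5F1, DNMT3B and DNMT3A (0.0637 to 0.114), and no filter lost DNMT3A (0.0564). Without cisplatin 3 and control 1, DNMT3A was lost between the agents, and the calls lost with cisplatin included BUB1, BUB1B and COMMD10.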

Other observations

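The tests of neighbouring genes and of the control arrays were fixed before their results were seen, and the further versions of the analysis of variance were chosen after.

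Several lists were not called at 3 days of 5-aza but held members that changed. Of 11 retinoid and HOX genes measured (of 30) 3 rose, 2 fell and 6 did not pass, the same over all genes and adjusted over the list alone (list adjusted p = 0.686). CYP26B1, which degrades retinoic acid, rose at least 3.12-fold and the retinoic acid binding protein CRABP2 2.47-fold (log2 1.31 ± 0.18), while CYP26A1, which also degrades retinoic acid, stood at −1.74 ± 0.21 (other probes −0.62, adjusted p = 0.0839, and −1.97, adjusted p = 4.59e-06). ALDH1A3, which makes retinoic acid, rose 1.99-fold, and its second probe gave 0.28 (adjusted p = 0.536). Of 12 neural ectoderm genes (of 22) 3 rose, 1 fell and 8 did not pass, the same adjusted over the list alone (list adjusted p = 0.12), with DLK1 3.36-fold and LHX2 2.18-fold higher and STMN2 at least 2.24-fold higher. The member that fell was DCX (−0.79 ± 0.21), a call lost without control replicates 1, 2 and 3 (adjusted p = 0.0521, 0.0753 and 0.0549) or 3 day replicates 1, 2 and 3 (0.0873, 0.0529 and 0.0554). Of 8 trophoblast and epithelial genes (of 22) 3 rose, 0 fell and 5 did not pass, the same adjusted over the list alone (0.443), with a median of −0.05, a mean of 0.31 and a test that pointed up. The epithelial factor ELF3 rose 2.38-fold. The mucin MUC1 rose at least 2.25-fold, a call lost without control replicate 2 (adjusted p = 0.0537) or 3 day replicate 3 (0.061). TFAP2C (0.58 ± 0.18, adjusted p = 0.0407) lost its call in 9 of the 12 fits that left out an array (adjusted p = 0.0526 to 0.166), and its second probe gave 0.72 (adjusted p = 0.0531). Of 20 BCL2 family and caspase genes (of 30) 3 rose, 3 fell and 14 did not pass (0.883), with 5 higher and 3 lower adjusted over the list alone. HRK, a pro-apoptotic BH3-only gene, rose at least 3.24-fold, and CYCS, which encodes cytochrome c, stood at −1.72 ± 0.22. BCL2L1 (−0.88 ± 0.22, second probe −0.16, adjusted p = 0.814) lost its call without control replicate 1 (adjusted p = 0.0698) or 2 (0.0567) or 3 day replicate 2 (0.0512). BID (−0.86 ± 0.20, other probes −1.67, adjusted p = 0.000137, and −0.045, adjusted p = 0.921) lost it without 3 day replicate 3 (0.0554). Of 3 mesendoderm genes (of 23) 1 rose, the apolipoprotein APOA1 (1.7-fold, adjusted p = 0.0116, and 0.0665 without control replicate 1), and 2 did not pass, the same adjusted over the list alone (0.983), with a median of −0.11, a mean of 0.10 and a test that pointed up. Of 16 germline and cancer-testis genes (of 54) 0 rose and 0 fell by limma, also adjusted over the list alone (0.686).

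Proliferation and repair lists were not called at 3 days of 5-aza. Of 34 replication genes measured (of 39) 0 rose, 4 fell and 30 did not pass (adjusted p = 0.301), and adjusted over the list alone 4 were lower. POLA1, a replicative polymerase subunit, stood at −0.79 ± 0.16 (adjusted p = 0.00496). RRM2 was at least 2.68-fold lower, a call lost without control replicate 1 (adjusted p = 0.0665), with the deposited normalized values (0.0626) and with no background correction (0.0626). CHAF1A (−0.76 ± 0.22) and ORC1 (−0.75 ± 0.21) lost their calls in 4 and 5 of the 12 fits that left out an array (adjusted p = 0.0721 to 0.128 and 0.0565 to 0.131). Of 32 mitosis genes 1 rose, 3 fell and 28 did not pass (0.303), the same adjusted over the list alone, with BUB1B at −1.20 ± 0.20. KIF11 (−1.05 ± 0.26, second probe −0.70, adjusted p = 0.00896), KIF23 (−0.71 ± 0.17, second probe −0.42, adjusted p = 0.182) and PTTG1, which rose 1.59-fold (second probe 0.43, adjusted p = 0.175), lost their calls in 3, 1 and 4 of those fits (highest adjusted p = 0.0577, 0.0565 and 0.0706). With median scaling both lists passed as lower (adjusted p = 0.0369 and 0.0368). Of 28 DNA repair genes (of 39) 2 rose, 1 fell and 25 did not pass, the same adjusted over the list alone (0.983), with a median of −0.02, a mean of 0.01, a test that pointed down and FANCE 2.59-fold higher (log2 1.37 ± 0.25). EXO1 rose 1.52-fold, but its second probe gave −0.14 (adjusted p = 0.696), and the call was lost without control replicate 1 (adjusted p = 0.0697) or 3 day replicate 2 (0.0645), with median scaling and with the mean of its probes. XRCC3 (−0.61 ± 0.18) lost its call in 5 of the 12 fits that left out an array (adjusted p = 0.0691 to 0.131). With cisplatin the lists not described above had adjusted p from 0.071 for histones (1 lower and 8 not passed, and 3 lower adjusted over the list alone) and 0.0765 for cholesterol biosynthesis (1 lower and 15 not passed, and 6 lower adjusted over the list alone) to 0.998 for MYC targets (43 not passed). TYMS rose 1.72-fold with cisplatin (log2 0.79 ± 0.14), a call lost without control replicates 1, 2 and 3 (adjusted p = 0.0884, 0.0688 and 0.0707). ALDH1A3 rose 2.26-fold (second probe 0.82, adjusted p = 0.116). H2BC21 (−0.89 ± 0.17), IDI1 (−0.86 ± 0.17) and the meiotic HORMAD1 (at least 1.15-fold lower) lost their calls in 4, 7 and 2 of the 12 fits that left out an array (highest adjusted p = 0.127, 0.123 and 0.0725).

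Neighbouring genes may have risen together after 3 days of 5-aza, and also with cisplatin. Of 11109 pairs of neighbouring tested genes, 143 were both called higher, where permuted calls gave 122 on average (permutation test, one-sided, p = 0.024, 10000 permutations). Examples are HES4 with ISG15 and POLR3GL with TXNIP. Neighbours with similar names often belong to a family, and without such pairs 129 remained against 117 (permutation p = 0.12), so whether unrelated neighbours share the rise stays open. Before the test such a value had been taken to argue against it, but a count above the permuted mean that misses the threshold excludes nothing. Among genes called lower the counts were 61 against 47.8 (permutation p = 0.026), and 54 against 45.5 without similar names (permutation p = 0.11). With cisplatin 4 pairs were both called higher against 0.924 permuted (permutation p = 0.013), and 2 against 0.88 without similar names (permutation p = 0.22).

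The changes at 1 and 3 days of 5-aza could have correlated through the control arrays alone. With different control arrays on each side the mean correlation across genes was 0.38 in 6 arrangements (0.32 to 0.43), which argues against the shared controls as the whole cause. Genes are not independent replicates, and chip position, which follows the groups, stays open. For cisplatin and 3 days of 5-aza the same arrangements gave 0.14 (0.0073 to 0.28).

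The analysis of variance over the 4 arms gave 369 probes past 1.5-fold at an adjusted p under 0.01. That is lower than the value quoted from the study above. At an adjusted p under 0.02 it gave 525. That is lower than the value quoted from the study above. Adjusted over only the probes past 1.5-fold, the counts were 1020 and 1423. Those are higher than the values quoted from the study above. The two-sample test, chosen after the data were seen, gave 35 probes past 1.5-fold at 1 day and 45 raised by both agents, and 51.4% of the 1 day probes past 1.3-fold were also past 1.5-fold at 3 days. Those lie close to the values quoted from the study above.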
